A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

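Array comparative genomic hybridization (array CGH) measures the DNA copy number of a sample against a reference by hybridizing both, each in its own dye, to the same oligonucleotide probes. The 14 arrays analysed here held tail DNA of 7 mice of 1 family (strain C57BL/6 in the labels and C57BL/6J/Nrs in the study's methods), a sire, a dam and 5 first-generation (F1) offspring, each hybridized against DNA of 1 common reference male. Every mouse was run on 2 arrays with the dyes exchanged, once with the mouse in Cy3 and once in Cy5. These 2 arrays share the same DNA, so they were averaged and counted as 1 replicate. The F1 mice were separate animals, but they were offspring of 1 pair, and the sire and the dam were 1 animal each, so p-values measure only the spread between the mice of this family. The series title describes offspring of males given 20 mGy of gamma-rays per day for 400 days, and the mice of this family carry that dose rate in their names, as do the mice that the study lists as irradiated. The design text alone calls the sire non-irradiated. The family is therefore taken as one of the irradiated group, and no comparison by irradiation was made, since 1 family was analysed here.

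Per the file headers, the authors extracted spot values with Agilent Feature Extraction 10.7.1.1 from a custom array whose probe positions are on mouse build mm9 (NCBI build 37). The deposited log ratio is the log10 of the red (Cy5) over the green (Cy3) processed signal, after the scanner software subtracted the background and normalized the dyes within each array. The authors also deposited, per spot, processed and median signal intensity in both channels, the local background intensity, and flags for non-uniform, outlying, saturated and well-above-background spots. A table of the whole series held values that matched the log2 of the same ratios, and the labels did not state its scale or centring. The sample titles name the Cy5 sample first and the Cy3 sample second. Where the mouse was in Cy5, the direction found below is opposite to that order. Set against the scanner values, every column of that deposited log2 table ran as reference over mouse (Pearson's r from -1 to -0.996 across spots with the mouse-over-reference ratio), with column medians from -0.00741 to 0.0228. It was used only as an alternative, with its sign turned. Whether its values were centred by the authors remains unknown.

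Log ratios were turned to mouse over reference by the dyes in the labels, put on the log2 scale and centred on the median of the autosomal probes of each array, with no loess or quantile step. Control spots and spots marked as outliers (107 to 199 per array) were left out. No spot was marked saturated. Spots of 1 probe were averaged (11711 probes lay on several spots). This left 950749 probes, of which 950622 were autosomal with a median spacing of 2053 bp, 68 lay on the X and 23 on the Y chromosome. The median spot signal was 110.5 to 156 units against a local background of 31 to 48, and 97.1% to 99.7% of the spots per channel were well above background. The derivative log ratio spread (the noise between adjacent probes given by the scanner software) was 0.247 to 0.286, and the SD of the autosomal log2 ratios was 0.263 to 0.311 per array. The number of arrays limits the precision of every comparison.

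Positive probes followed the study's stated rule. A probe was positive when its log2 ratio exceeded 0.8 in size on both arrays of a mouse, or when it and an adjacent probe both exceeded 0.5 in size on both arrays. Here the direction also had to be the same on both arrays. The dye background was the number of probes that passed the same rule after the sign of 1 array was turned, so that a copy number change could not pass and only dye effects and noise could. A de novo candidate was positive in an F1 mouse and not in the same direction in the sire or the dam. Candidate regions were runs of at least 2 adjacent positive probes (the study's Type L) or of at least 4. A private probe was positive in exactly 1 of the 7 mice.

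In a window scan, the dye-averaged log2 ratio of each F1 mouse minus the sire's, and minus the dam's, was averaged over 5 adjacent probes. A window was called when both differences reached 0.4 in the same direction, and overlapping windows were merged. The background was the same scan on the dye contrast, in which copy number cancels. Counts per mouse were compared between the F1 mice and the parents by a two-sided exact permutation test over the 21 splits of 7 mice into 5 and 2, whose smallest p is 0.0952, so this comparison could not reach 0.05. Single probes were tested with limma (lmFit and eBayes with Benjamini-Hochberg adjustment), in all 7 mice against 0 with an added limit of 0.5 on the size of the mean, and in F1 mice against parents. The test against 0 leaves out the reference male's own spread. Transmission from 1 parent was tested by a two-sided exact binomial test against 0.5 over regions of at least 2 probes positive in exactly 1 parent. A mouse counted as a carrier when at least 50% of the probes lay beyond a half-way level, that is 0.5 times the parent's mean. Intervals of shares are exact 95% binomial intervals (Clopper-Pearson).

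The limma fits and the rules for probes, regions and windows were tested on simulated data. In normal noise drawn for 950116 probes with each probe's own SD over the 7 mice, with 200 changed probes per size, limma recovered 99% of changes of -1 and 83% of changes of 0.58 on the log2 scale in the comparison of the family with the reference, with 4 false calls. In the comparison of F1 mice with parents it recovered 42.5% of changes of -1 and 1% of changes of 0.58, with 1 false call. The noise was drawn independently for each mouse, so deviations of the common reference, shared by all 7 mice, were absent. The 4 false calls against the reference therefore do not cover such deviations. Changes were also added to the real values of the F1 mice at 200 random autosomal places per size. A loss of 1 log2 unit was found as a candidate region of at least 2 probes in 87% of changes that covered 2 probes, in 97% that covered 4 and in 100% that covered 10. A gain of 0.58 log2 units, as for 3 copies against 2, was found so in 10.5% of changes of 2 probes, 25.5% of 4 probes, 59.5% of 10 probes and 98.5% of 40 probes. The window scan found 100% of losses and 71.5% of gains that covered 4 probes.

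Regions and probes named with values followed a fixed rule: the 20 merged regions with the most probe-by-mouse positives, up to 10 de novo candidate regions by number of probes, the 10 single-probe candidates with the largest values, up to 10 regions positive in 1 parent by number of probes, and up to 10 window calls by size. The groups, tests, naming rule and first list of alternatives were set before the data were examined. Alternatives covered the thresholds, use of the single-probe rule alone, sizes without direction, a normexp background correction with an offset of 50, no centring, outlier spots kept, only probes well above background, subtraction of a running median over 501 probes, the deposited log2 table, array weights, an estimated correlation between arrays of a mouse, and leaving out each F1 mouse. Normexp was run on median signals, since mean signals are not given in the sources used here. Files carry the scan day. The sire was scanned on day 1, the dam and F1 mouse 1 on day 2, F1 mice 2 and 3 on day 3, and F1 mice 4 and 5 on day 4. Scan day as a block was added after the data were seen.

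The scanner files used here pair probes with positions but not with genes or sequences. The reference annotation used here was of build GRCm38, and probes of the files reached past its chromosome ends (197188286 against 195471971 bp on chromosome 1), so no gene names are given, and the planned tests of gene lists and sex marker genes were not run. The study's second array screen and quantitative PCR are not analysed here. Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and statmod 1.5.0.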

Results

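Tail DNA of a sire, a dam and their 5 F1 offspring was compared with DNA of 1 reference male on 14 dye-swapped arrays, to find copy number changes that offspring carry and parents do not. All positions are on mouse build mm9, and log2 ratios are mouse over reference, averaged over the 2 arrays of a mouse unless stated otherwise. The dye-averaged values of a mouse rest on 1 pair of arrays. Signals were close in all samples, with a median of 110.5 to 156 units per array and channel. The 2 arrays of a mouse ran against each other over all autosomal probes, with Pearson's r from -0.339 to -0.172 across probes, which are not independent replicates. Arrays of different mice in the same dye orientation had r from 0.214 to 0.446, so most of the variation common to arrays followed the dye and not the mouse.

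The sex-linked probes, put on the array to determine sex, separated the labelled dam from the labelled sire. Over the 68 X probes the median log2 ratio to the reference male was 0.93 in the dam and 0.00 in the sire. Over the 23 Y probes it was -2.47 in the dam and 0.00 in the sire. F1 mouse 5 lay with the dam, with medians of 1.01 on X and -2.61 on Y. F1 mice 1 to 4 lay between 0.01 and 0.06 on X and between -0.02 and 0.03 on Y. The labels give no sex for the F1 mice. With the normexp correction the medians shrank to 0.56 on X and -0.28 on Y in the dam and to 0.58 and -0.29 in F1 mouse 5.

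**Figure D1:**
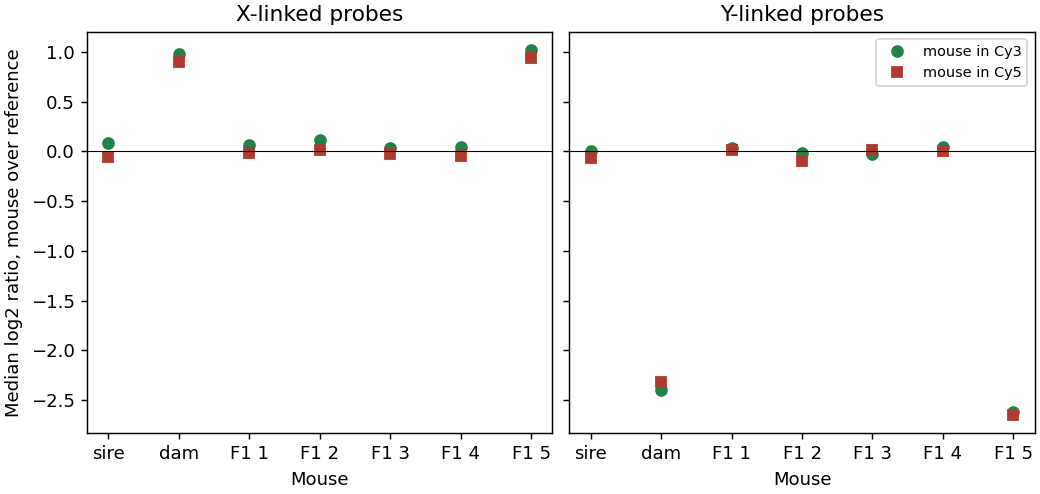
Median log2 ratio, mouse over reference male, of the 68 X probes (left) and the 23 Y probes (right) per mouse, with circles for the array with the mouse in Cy3 and squares for Cy5. The dam and F1 mouse 5 sit near 1 on X and below -2 on Y, and the other mice sit near 0.

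A block of chromosome 4 from 101110482 to 101270535 (160054 bp, 74 probes) was above the reference in all 7 mice. Its ends were set after the values were seen. Its mean log2 ratio was 0.60 in the sire, 0.55 in the dam, 0.56 in F1 mouse 1, 0.59 in F1 mouse 3 and 0.55 in F1 mouse 5, each with an SE over probes of 0.02. F1 mice 2 and 4 stood higher, at 0.99 and 0.98 (SE 0.02 each), which is 0.42 and 0.41 above the parents' mean. As linear ratios these were 1.99 and 1.98 in F1 mice 2 and 4, against 1.46 to 1.51 in the other 5 mice. The other autosomal probes of each mouse were cut into 12837 consecutive, non-overlapping stretches of 74 probes. None of these came as high in any mouse, the highest being 0.19. The 60 probes on each side of the block averaged from -0.01 to 0.04.

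The lowest block mean on any of the 4 arrays of F1 mice 2 and 4 was 0.98. The arrays of the sire gave 0.60 and 0.59, and those of the dam 0.59 and 0.51. The positive-probe rule caught the block unevenly. It called 68 of the 74 probes in F1 mouse 2 and 67 in F1 mouse 4, but 13 in the sire, 5 in the dam, and 9, 14 and 6 in F1 mice 1, 3 and 5. Of the 20 merged regions with the most positives, 4 lay in this block, led by 42 probes from 101110482 to 101201449 and 22 probes from 101205199 to 101251872, each positive in all 7 mice at some probe. Under the normexp correction F1 mice 2 and 4 were at 0.84 and 0.82 and the other 5 mice at 0.44 to 0.49.

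**Figure D2:**
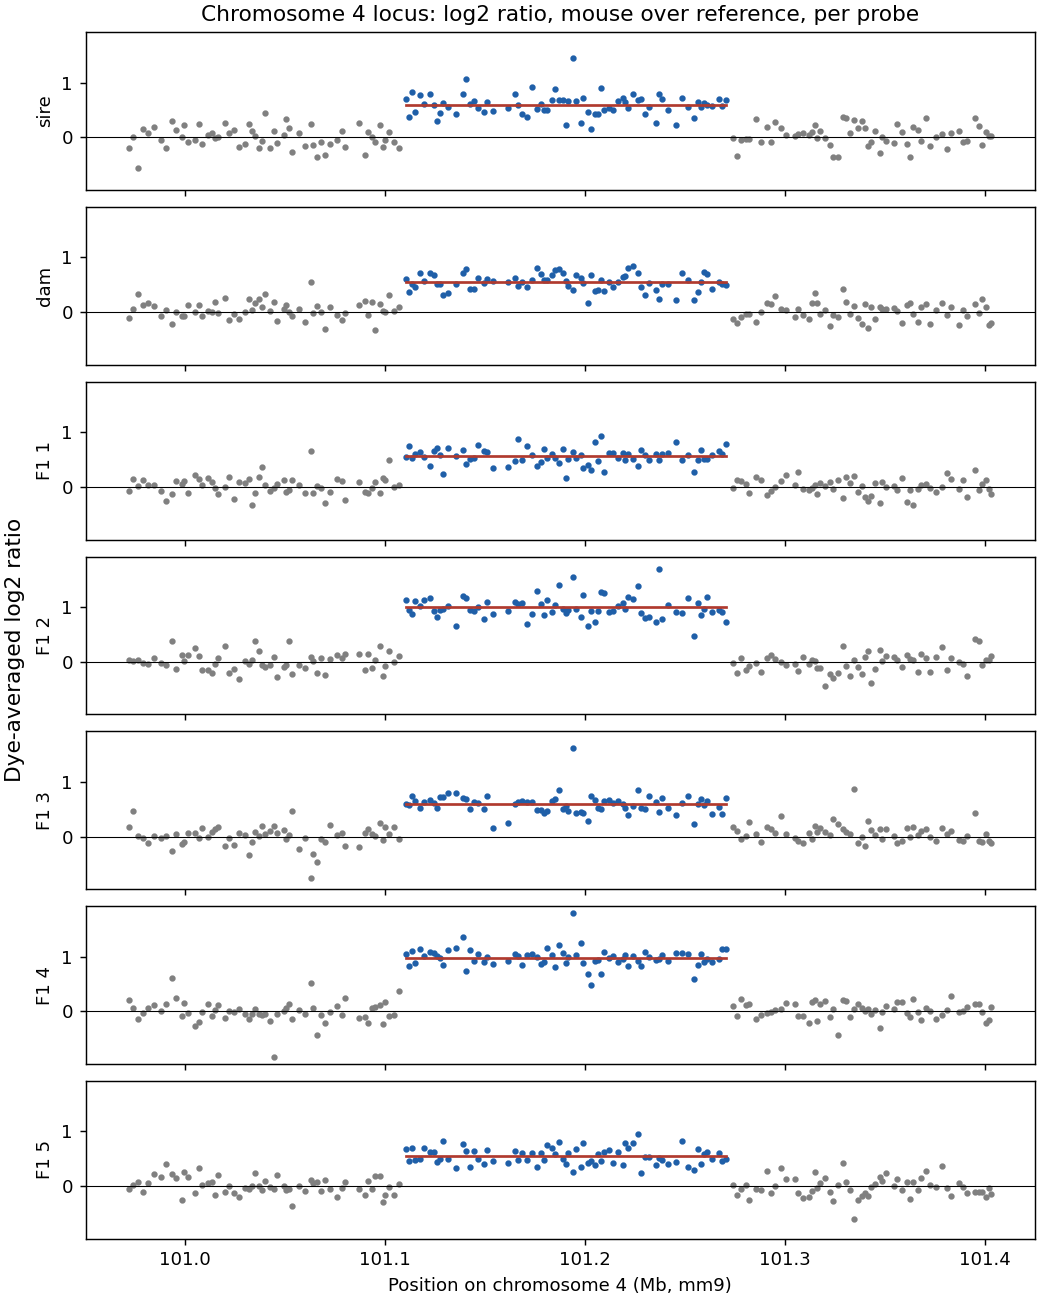
Dye-averaged log2 ratio, mouse over reference, of each probe (points) along chromosome 4 (Mb, mm9) in the 7 mice, with the 74 probes of the block in blue, 60 probes on each side in grey and the mean of the block as a red line. The block is at 0.55 to 0.60 in 5 mice and at 0.99 and 0.98 in F1 mice 2 and 4.

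A short stretch of chromosome 2 from 70079530 to 70085630 (4 probes) was bright in the sire and all 5 F1 mice, and dim in the dam and in the reference male. The measured log2 ratios were 4.43 in the sire, -0.18 in the dam and 3.83, 3.38, 3.59, 3.35 and 3.69 in F1 mice 1 to 5. The reference male was not well above background on any of its 56 spots there (0 of 56), and the dam on 0 of 8, so the measured ratios have no settled size and only bounds can be given for the sire and the F1 mice. Over the 3 probes on which the sire and all F1 mice were well above background on both arrays, the sire was at least 8.82-fold brighter than the reference and the F1 mice at least 3.97-fold to 4.98-fold. On the last probe, A_67_P04558091, F1 mice 1 to 4 were each not well above background on 1 of their 2 arrays. For each array the bound set the mouse's normalized signal against the higher of the reference's own signal and the lowest signal among probes well above background. The background-subtracted median signal of the F1 mice over the same 3 probes, divided by the array median, was 0.523 ± 0.0315 of the sire's (SD, n = 5). With the normexp correction the log2 ratios of those 3 probes shrank from 5.17 to 1.44 in the sire and to between 0.42 and 0.61 in the F1 mice.

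**Figure D3:**
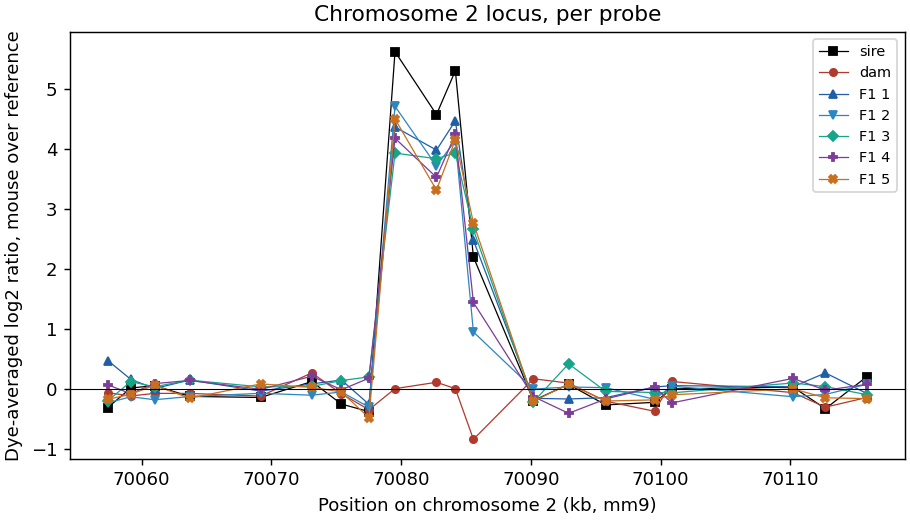
Dye-averaged log2 ratio, mouse over reference, of each probe along chromosome 2 (kb, mm9) in the 7 mice (symbols and colours in the legend). The 4 probes of the stretch are high in the sire and the 5 F1 mice and near or below 0 in the dam, and the neighbouring probes are near 0.

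On chromosome 3 a region from 25417435 to 25432738 (3 probes) was below the reference male in the dam and in F1 mouse 5, at -1.67 in both. The other 5 mice lay between -0.02 and 0.06. The background-subtracted signal there averaged 4.20 times the array median in the reference male, against 1.53 in the dam and 1.55 in F1 mouse 5. The low ratio therefore does not by itself show a lost copy. Outside the chromosome 4 block, the remaining merged regions among the 20 covered 2 probes each. A loss on chromosome 1 from 124700716 was positive in F1 mouse 2 (-0.68) and F1 mouse 5 (-1.03) and measured -0.62 in the sire. A gain on chromosome 14 from 65604978 was at 1.19 in the sire and 0.78 in F1 mouse 1, and a loss on chromosome 6 from 65320632 at -1.16 in the sire and -0.95 in F1 mouse 5. Among probes outside the merged regions, A_67_P07959016 on chromosome 13 (95707465 to 95707524), which was singled out after its values were seen, was the single probe positive as a gain in all 7 mice. Its log2 ratios ranged from 1.18 in F1 mouse 2 to 2.07 in F1 mouse 4.

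The whole family was compared with the reference male at each probe, to ask at which positions their mean differed from it. With limma, 80 of 950116 probes passed an adjusted p of 0.05 with a mean beyond 0.5, 66 higher and 14 lower, and 39 passed without F1 mouse 3 and 44 without F1 mouse 1. Of the 80, 56 lay in the chromosome 4 block and 3 in the chromosome 2 stretch, where the dam did not share the gain (0.00, 0.11 and 0.00). Among the 24 outside the chromosome 4 block, 10 were higher and 14 lower. At an unadjusted limma p under 0.05 there were 93517 of the 950116 probes. The chromosome 13 probe A_67_P07959016 had a mean of 1.74 (SE 0.11, limma adjusted p = 0.00466). Probe A_67_P06672076 on chromosome 8 (125872330 to 125872381) was lower by limma, with a mean of -1.37 (SE 0.16, adjusted p = 0.0278), and below 0 in 7 of 7 mice. Probe A_67_P06175929 on chromosome 7 (49495489 to 49495548) was at 0.90 (SE 0.06, limma adjusted p = 0.00586). These single probes were named after their values were seen. With the 5 F1 mice alone, 4 probes passed, namely A_67_P04558075, A_67_P04558081 and A_67_P04558087 of the chromosome 2 stretch and A_67_P07959016. The arrays taken singly with an estimated correlation within a mouse (-0.265) gave 129 probes.

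F1 mice were next compared with the parents by the number of positive probes, as a first screen for changes new in the offspring. The F1 mice had 428 ± 98.6 positive autosomal probes (SD, n = 5), with 269, 448, 421, 464 and 537 in F1 mice 1 to 5, and the parents 446 ± 50.9 (SD, n = 2), with 482 in the sire and 410 in the dam. The difference was not larger than the spread between mice (two-sided exact permutation p = 0.952). The dye background was higher than the signal in every mouse, at 1274 ± 326 probes in the F1 mice and 1321 ± 177 in the parents. With the normexp correction it was lower in the F1 mice, at 12 against 30.8 per mouse, but the parents averaged only 11.5 positive probes. The F1 count includes the chromosome 4 block, where all 16 normexp candidate runs of at least 4 probes lay. It therefore does not show an excess over the background across the genome. The dye background also collects dye bias that recurs between arrays and works against the same-direction rule, so it is not the number of positive probes or runs that would pass without any copy number change. Gains and losses averaged 220 ± 89.3 and 208 ± 72.5 per F1 mouse (SD, n = 5), but single mice differed, with 344 gains and 104 losses in F1 mouse 2 and 107 and 162 in F1 mouse 1. The share of gains rose from 51.3% to 89.6% with the normexp correction and to 76.7% with only probes well above background. The chromosome 4 block is part of these counts, and without it and the chromosome 2 stretch the share was 46.8% at the study's thresholds. On scan day 2, which held a parent and an F1 mouse, F1 mouse 1 had 269 positive and 227 private probes and the dam 410 and 356, and the other scan days held 1 group each.

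**Figure D4:**
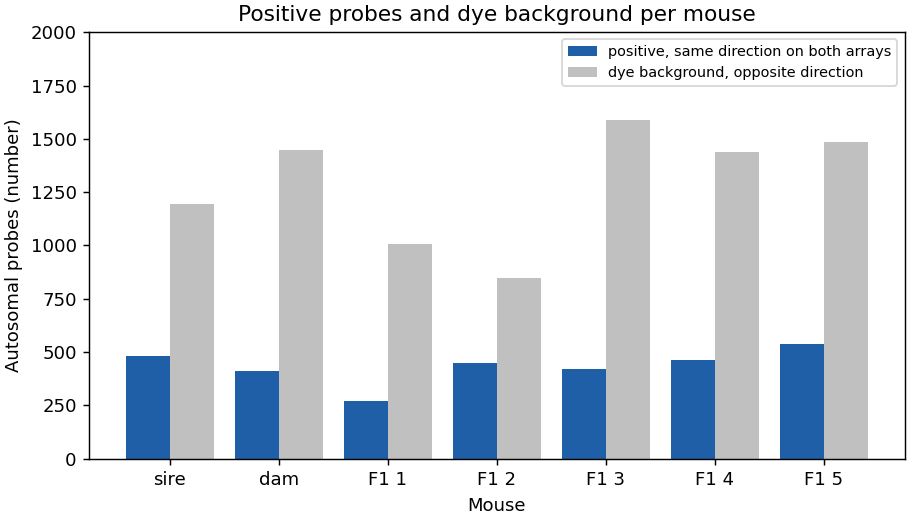
Number of autosomal probes per mouse that were positive in the same direction on both dye-swapped arrays (blue bars) and that passed the same rule in opposite directions (grey bars, the dye background). The grey bar is the higher in every mouse, for example 1196 against 482 in the sire and 847 against 448 in F1 mouse 2.

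Candidates for de novo changes were sought among the probes that no parent shared. An F1 mouse had 400 ± 89.1 probes positive in it and in neither parent (SD, n = 5), 1998 in all, with 1005 gains and 993 losses. Probes positive in exactly 1 of the 7 mice numbered 350 ± 86.2 per F1 mouse and 392 ± 50.9 per parent (two-sided exact permutation p = 0.762, n = 5 and 2). The 10 largest single-probe candidates measured from 1.98 to 2.22 in size and were 6 losses and 4 gains. Examples were A_67_P06983192 on chromosome 10 at 14335993 with -2.22 in F1 mouse 1, A_53_P164496 on chromosome 15 at 31062774 with -2.10 in F1 mouse 5, and A_67_P03315378 on chromosome 17 at 39614880 with 2.08 in F1 mouse 2. The F1 mean fell to 43.8 candidates when only probes well above background on every array were kept, so most candidates lay on probes that were dim on some array. The share of all probes that this filter removed is not given here. With the normexp correction the mean fell to 25.6. That correction also shrank the dam's X median from 0.93 to 0.56, so this fall does not by itself show a dependence on dim probes.

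Runs of at least 2 adjacent candidate probes, the study's Type L before its second screen, numbered 46 in the 5 F1 mice, with 6, 16, 7, 5 and 12 in F1 mice 1 to 5 (9.2 ± 4.66, SD, n = 5). Of these, 13 lay in the chromosome 4 block, where both parents also stood near 0.55 to 0.60. The 2 runs of 4 probes were both there, from 101256536 to 101261298, at 1.02 in F1 mouse 2 and 0.94 in F1 mouse 4, against 0.61 in the sire and 0.59 in the dam. The number of runs of at least 4 probes was 16 with the normexp correction, 7 with the single-probe rule alone, and 0 at an adjacent-probe threshold of 0.4 or when each probe had to differ from both parents by 0.5. Outside the block it was 0 under each of these settings, so all of these longer runs lay in the block. Outside the block there were 33 runs, 17 gains and 16 losses, each of 2 probes, and 0 runs of 4. Those of 2 probes that the rule names outside the block were a gain on chromosome 16 from 79703393 at 0.74 and a loss on chromosome 4 from 128246005 at -0.76, both in F1 mouse 1. With the block included, the 46 runs became 156 at an adjacent-probe threshold of 0.4 and 21 with only probes well above background. They fell to 8 when each probe had to differ from both parents by 0.5. The dye background gave 80.8 ± 25.7 runs of at least 2 probes per F1 mouse, against 13.2 ± 5.40 positive runs. The parents had 10.5 ± 2.12 positive runs (SD, n = 2). A two-sided exact permutation test between F1 mice and parents gave p = 0.667. Outside the block, 7 runs in the sire and 7 in the dam were positive in that parent and not in the other. Such runs were therefore not particular to the F1 mice.

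The window scan, which compares each F1 mouse with both parents and so removes the reference, gave 154, 101, 107, 156 and 101 calls in F1 mice 1 to 5 (124 ± 28.6, SD, n = 5). The same scan on the dye contrast gave 70, 62, 110, 104 and 121 (93.4 ± 25.9), more than the calls in F1 mice 3 and 5. The chromosome 4 block held 9 calls, 4 in F1 mouse 2 and 5 in F1 mouse 4. Away from it the largest calls were losses of 5-probe windows on chromosome 9 from 56329512 to 56338145 in F1 mouse 2, on chromosome 13 from 111696757 to 111705184 in F1 mouse 3 and on chromosome 7 from 92739198 to 92762219 in F1 mouse 1. The smaller of their 2 differences from the parents was -0.89, -0.76 and -0.73. In the first of them the dye contrast differed from the parents' by -1.07, so the arrays of that mouse did not show the loss alike. The largest gains were on chromosome 4 from 50732346 in F1 mouse 4 at 0.66, chromosome 3 from 17024174 in F1 mouse 3 at 0.62 and chromosome 2 from 82833917 in F1 mouse 1 at 0.61. No call reached 0.9 in size (0 of 619). The mean per F1 mouse depended on the settings. It fell to 1.2 with the normexp correction, 3.6 with 9 probes per window and 19.2 at a threshold of 0.5. It rose to 1327 with 3 probes per window and 1033 at a threshold of 0.3.

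Single probes were also tested between F1 mice and parents with limma, where 0 of 950116 probes passed an adjusted p of 0.05, with 50651 at an unadjusted p under 0.05. With scan day as a block, the contrast rests on day 2 alone, that is on F1 mouse 1 against the dam, 1 animal each. At A_67_P04558081 and A_67_P04558087 of the chromosome 2 stretch it measured 3.88 and 4.47. The dam was dim there, so these differences have no settled size. With scan day as a random block, 0 probes passed.

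Regions positive in 1 parent were followed into the offspring, since a heterozygous change passes to 50% of offspring on average. The 4-probe gain of the sire on chromosome 2 was carried by 5 of 5 F1 mice, and the 3-probe region low in the dam on chromosome 3 by 1 of 5, F1 mouse 5. That region lies in 1 of 7 autosomal windows that were low together in the dam and F1 mouse 5, the mice low on the Y probes. In a 2-probe region 1 probe past the half-way level made a carrier. So the gain of the dam on chromosome 12 from 44261374 (1.09) counted 3 carriers of 5, although the region means of F1 mice 3, 4 and 5 were 0.57, -0.20 and 0.26. Her gain on chromosome 17 from 19994970 (0.81) and loss on chromosome 3 from 13990824 (-0.73) were carried by 0 of 5. Over all 19 regions, 50 of 95 chances were carried (52.6%, 95% interval 42.1% to 63.0%, two-sided exact binomial p = 0.682). The 5 regions in the chromosome 4 block gave 25 of these, 5 of 5 F1 mice each, and do not test passage from 1 parent, since the other parent also stood above the reference there. A single region with 5 offspring cannot reach a p under 0.05, and linked regions are not independent. The test against 50% holds only for real heterozygous changes, whereas a 2-probe run can be noise and the chromosome 2 gain, with 5 of the carriers, need not be heterozygous in the sire, so these shares do not estimate transmission. Without the chromosome 4 block the share was 25 of 70 (35.7%, exact binomial p = 0.0225), 18 of 35 for the sire's regions and 7 of 35 for the dam's, and without the 3-probe region on chromosome 3 as well it was 24 of 65 (36.9%, exact binomial p = 0.0464). When the mean of the region had to reach the half-way level, the share without the chromosome 4 block was 12 of 70 (17.1%, exact binomial p = 2.25e-08), so the share depends on how a carrier is defined. When a carrier had to be positive by the probe rule itself, it was 22.1% of 95 (exact binomial p = 4.25e-08).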

Values the study reported

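The study screened parents and offspring with autosomal probes spaced at about 2 kb. After its second array screen and quantitative PCR, it reported de novo deletions in 11 of 156 F1 mice (7.1%) of non-irradiated sires and in 29 of 142 F1 mice (20.4%) of irradiated sires, a 2.9-fold increase. Type L deletions, with at least 2 positive probes in the first screen, were reported in 8 of 156 (5.1%) and 22 of 142 (15.5%) F1 mice, a 3.0-fold increase. It listed 11 deletions and 3 duplications in the non-irradiated group and 31 deletions and 1 duplication in the irradiated group.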

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

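The tests of explanations in this part were chosen after the results were seen. Among 37 measures taken over the 5 F1 mice, 3 had a mouse that stood far from the other 4, and chance alone gives about 1 in 20 such measures (1.85 of 37). All 3 were in F1 mouse 5. Its X median was 1.01 against 0.01 to 0.06 in the other F1 mice, its Y median was -2.61 against -0.02 to 0.03, and its chromosome 3 region from 25417435 to 25432738 was at -1.67 against -0.01 to 0.06.

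In the dam and F1 mouse 5, autosomal 5-probe windows were lower together than in all other mice at 7 places on 6 chromosomes (3, 5, 6, 7, 9 and 16), whereas none of the 20 other pairs of mice shared more than 1 such window. Independent passage of heterozygous losses from the dam is argued against, since windows on 6 chromosomes, if each reached exactly 1 F1 mouse, would all fall to the same mouse with a chance of 0.00032. Signal that autosomal probes share with the Y chromosome may be the source, since these 2 mice were the ones low on the Y probes, and 7 windows went with them against at most 1 in any other pair. At the chromosome 3 region the background-subtracted signal of the sire was 4.14 times the array median and that of the dam 1.53 times. The sire ranked at the 99.5th percentile or above on its arrays, and the dam at the 48.8th to 50.6th. The dam's signal was thus mid-range there, and the sire's was unusually bright. Probe sequences are not given in the sources used here, so a match to the Y chromosome was not tested. F1 mouse 5 had the X and Y values of the dam, as for a female, and F1 mice 1 to 4 those of the sire. The labels give no sex for them, and no comparison by sex was made.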

How the results depend on the processing

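The alternatives without the loci on chromosomes 2, 3 and 4, the values of single loci, carriers by the region mean, scan day as a block and leaving out F1 mice in the transmission count were chosen after the data were seen. Of 70 alternatives to the counts and medians of the report, 38 kept them within 1.5 times or within the spread between arrays. The deposited log2 table, no centring, outlier spots kept and the running median were among these for every count they were run on. Omission of saturated spots moved nothing, since no spot was saturated. The tests of gene lists were not run, and no paired analysis was possible because the sire and the dam are 1 animal each.

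Positive probes per F1 mouse moved from 428 to 179 at a single-probe threshold of 1.0, 1377 at 0.6, 1934 with sizes alone, 30.8 with normexp, 56.6 with only probes well above background and 1874 with the dye-averaged value alone. The share of gains rose from 51.3% to 89.6% with normexp and to 76.7% with only probes well above background, both with the chromosome 4 block included, and was 46.8% without the chromosome 4 and 2 loci. De novo candidate probes per F1 mouse moved from 400 to 161, 1294, 1646, 25.6 and 43.8 under the first 5 of these. Candidate regions moved from 9.2 per mouse to 31.2 at an adjacent-probe threshold of 0.4, 4.6 with the single-probe rule alone, 190 with sizes alone, 4.2 with only probes well above background and 1.6 when each probe also had to differ from both parents by 0.5. Window calls moved from 124 to 1327 with 3 probes, 3.6 with 9 probes, 19.2 at a threshold of 0.5, 1033 at 0.3 and 1.2 with normexp, and the dye background was below the signal under each, for example 1040 with 3 probes and 1.2 with 9. The share carried turned from 52.6% to 22.1% by the probe rule and to 35.7% without the chromosome 4 block (36.9% also without the windows low in the dam and F1 mouse 5), and to 38.9% with carriers by the region mean (17.1% without the block). The dam's X and Y medians shrank to 0.56 and -0.28 with normexp, which adds an offset of 50 to every signal in both channels. Log2 ratios therefore shrink in size, most at dim probes. Falls in counts at fixed thresholds with normexp do not by themselves show a dependence on dim probes. Probes of the family against the reference moved from 80 to 4 with the 5 F1 mice alone, 51 with normexp and 129 with arrays taken singly. Scan day as a block left only F1 mouse 1 against the dam, 1 animal each, and as a random block it left 0 probes between F1 mice and parents. Otherwise the cause was not tested.

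Leaving out each F1 mouse gave 400.5 to 467.5 positive probes, 375 to 436 de novo candidate probes, 7.5 to 10.2 candidate regions, 116 to 130 window calls, 50% to 56.6% carried, 39 to 65 probes of the family against the reference (39 without F1 mouse 3 and 44 without F1 mouse 1) and 0 to 0 between F1 mice and parents. The median signal of 110.5 to 156 units over a background of 31 to 48 limits dim probes most.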

Other observations

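The tests of explanations in this part were chosen after the results were seen. Some windows of 5 probes set 2 mice above all others by at least 0.2. F1 mice 2 and 4 shared 4 of them, 3 in the chromosome 4 block and 1 on chromosome 5 from 67567352 to 67575328, where they stood at 0.33 each and the other 5 mice between -0.14 and -0.06. F1 mice 2 and 5 shared 1 on chromosome 8 from 32670291 (0.30 and 0.31) and 1 on chromosome 18 from 35293201 (0.27 and 0.29), and each of 4 other pairs of mice shared 1 such window.

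The runs of candidate probes in the chromosome 4 block of F1 mice 2 and 4 may be part of a gain that both parents also carry. The lower of the parents' means over the block was 0.55, above the 0.19 of the highest other non-overlapping window of as many probes. Most of its probes still fell short of the thresholds in the parents. An artefact of 1 array or dye is argued against, since the lowest of the 4 arrays of these F1 mice was at 0.98 and the highest of the parents' 4 at 0.60. A hypothesis is that both parents are heterozygous for a gain and that F1 mice 2 and 4 received it from each. At 1 in 4 offspring, 2 of 5 mice has an exact binomial p of 0.604, but with 5 offspring most counts would pass this test. The hypothesis also places 1 in 4 offspring at the level of the reference. No F1 mouse lay there, the lowest being F1 mouse 5 at 0.55, and 5 offspring are too few to decide on that either. The levels of F1 mice 2 and 4 would also follow from a separate new gain of the same block in each of them. However, the study's lists of de novo changes name no mouse of this family. The only duplication listed for its irradiated group is on another chromosome. The study thus listed no new gain here. Its family analysis sought probes at which offspring differed from their parents. By the rule used here, the sire and the dam already had 13 and 5 positive probes in this block. The absence from its lists therefore does not decide against a new gain. The count in 5 offspring cannot by itself tell inheritance from new gains either.

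At the chromosome 2 stretch, probes too dim to measure are argued against. The sire's signal, taken over 3 of its 4 probes together, was at the 80.4th percentile or above on each of its arrays. The last and weakest probe was left out of this test. The dam's signal, taken over the same probes together, was at the 0.0708th percentile or below on each of her arrays. She was well above background on 0 of 8 spots of the stretch, so this rank shows no more than absent signal. Absent signal would follow from sequence that is missing from or altered in the dam and the reference male. The F1 signal, at 0.523 of the sire's, is close to the 0.5 of a hypothesis in which the sire has 2 copies and each F1 mouse 1. These values were seen before the hypothesis was formed, and a strain variant and a loss in the colony were not tested against each other.

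The counts of candidates here come from the first screen alone. They are not set against the shares of mice quoted from the study above, which followed a second screen and quantitative PCR.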
